A study of Mus musculus with 12 samples. Its data were reported in "The transcription factor ChREBP Orchestrates liver carcinogenesis by coordinating the PI3K/AKT signaling and cancer metabolism" (2024).

How the data were processed

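RNA from livers of 6 GFP and 6 ChREBP overexpressing mice was profiled by the authors on Affymetrix Gene ST arrays. The labels name the mouse 1.0 design, whereas the methods of the study name a human 2.0 design, and the identifiers in the value table were those of mouse genes. Total RNA was amplified from small inputs, fragmented, labelled with biotin and hybridised, 1 array per liver. The authors deposited log2 expression values made by RMA, a procedure that corrects the background, equalises the distribution of values between arrays by quantile normalization and summarises the probes of each gene on the log2 scale. Because RMA draws the arrays toward one distribution, a change shared by most genes is removed, and values near the background are compressed, so folds of dim genes are understated. The submitters' processing notes name RMA and Partek, with versions and the definition of the gene-level probe sets not given in the sources used here. Statistics in the study came from a per-gene analysis of variance in Partek with filters on p and fold.

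The table held 22309 rows, 1 per gene identifier, and 12 columns, all of which were used. No row was missing a value and no rows were identical. Groups and replicate numbers were taken from the sample titles. The files did not pair the identifiers with gene names, and 0 of 22309 rows could be matched to the annotation table supplied with them, in which the Ensembl field was empty for all 49997 genes. For that reason the 43 gene lists and cell type lists fixed before the data were examined could not be applied and were not used here, and the level of ChREBP, the glycolytic and lipogenic genes and markers of cell types were not analysed. The rule for named genes, also fixed beforehand, asked for those with the largest positive and negative changes among genes at an adjusted p under 0.05 whose groups did not overlap. It was kept for this part and limited to 2 genes in each direction. Its other parts, which needed names, could not be followed.

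Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with its default prior), as ChREBP minus GFP, two-sided, with Benjamini-Hochberg adjustment over all 22309 genes and no filter on dim genes. Thresholds were an adjusted p of 0.05 and, in addition, a 1.5-fold change. Separation was measured by the first principal component of the values centred per gene, with an exact permutation test of the difference in mean score. Lists were tested with limma's camera with a correlation between genes estimated from the residuals, and adjusted over the 4 lists tested. These lists came from the marker pairs of the cyclone classifier, which was trained on mouse embryonic stem cells and is keyed by Ensembl identifiers. A gene was taken as a marker of a phase when it appeared in at least 10 pairs of that phase and was the higher member in at least 90% of them, and the fourth list held all genes of any pair, whether or not they met this rule. The G1, S and G2/M lists held 147, 122 and 115 genes, and the S and G2/M lists shared 16 of those measured. A gene's excess in a liver was its difference from the median of the other 5 livers of the group, and genes with an excess above 2 on the log2 scale (4-fold) were counted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

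The test was checked on simulated data with the means and residual spreads of the 22309 genes, in which sets of genes were changed by known amounts. It recovered 24.0% of the genes changed by 0.25 on the log2 scale, 90.0% of those changed by 0.5, 98.0% at 1 and 100% at 2, with 50 genes at each size. Among 248 genes called, 13 had not been changed (5.24%). A simulated list of 120 genes raised by 0.3 had a camera p of 7.19e-12 and an unchanged list one of 0.711. The simulated genes varied independently of each other. This check therefore does not show how camera performs on lists whose genes vary together.

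Alternatives fixed before the data were examined were a second quantile normalization, centring of each array on its median, leaving out genes under the 25th or the 50th percentile of mean level, eBayes with trend and robust settings, array weights, the test of the methods with and without adjustment, the replicate number as a block, the fit without each liver in turn, camera with a preset correlation of 0.01, fry, and for the components scaling to unit variance and the 1000 genes with the largest variance. As each gene had 1 row, the planned rules for several probes of a gene moved nothing and were not run. No slide or scan date was used here, so no block for it was fitted. The fits without ChREBP livers 4 and 5, without liver 6 of both groups or without all 4, and a cyclic loess normalization, were chosen after seeing the data.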

Results

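Gene expression was measured in livers of male C57BL/6J mice, aged 10 weeks by the labels, that overexpressed either GFP or ChREBP. The age at injection and the time after it given in the study make them somewhat older. Both proteins were delivered by adenovirus. GFP, a fluorescent protein, served as the control. ChREBP, the carbohydrate response element binding protein, is a transcription factor that is activated by glucose and drives glycolytic and lipogenic genes. Each group held 6 livers, each from a separate mouse and hybridised to its own array, so 12 arrays were compared. The values were log2 expression levels of 22309 genes. No value was missing, and the median level per array lay between 5.99 and 6.09. The precision of each comparison was limited by the 6 arrays per group. In the files used here the genes carried Ensembl mouse identifiers that were not paired with gene names, so the changes are described by number, size, expression level and list membership, and the level of ChREBP itself was not analysed here.

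The comparison of ChREBP with GFP livers addressed which genes respond to ChREBP in the liver before any tumor is present. The liver transcriptome differed broadly between ChREBP and GFP livers. The planned check of the sex of the livers needed gene names and was not run. At an adjusted p under 0.05 (limma, Benjamini-Hochberg) 5859 genes changed, or 26.3% of those tested, of which 2728 were higher and 3131 were lower in ChREBP livers. Genes that rose strongly outnumbered those that fell strongly. Of 1173 genes that changed at least 1.5-fold, 833 were higher (71.0%) and 340 were lower. At least 2-fold changes were found in 353 higher and 97 lower genes, and at least 8-fold changes in 24 higher and 4 lower genes. The balance of all changes depended on the scaling of the arrays, since the higher genes made up 46.6% of the 5859 genes as deposited, 32.6% after each array was centred on its median and 58.1% after a cyclic loess normalization. Among the genes changed at least 1.5-fold that share was 66.2% and 74.8% under those scalings.

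The groups were fully apart for 3213 genes, in which all ChREBP livers lay on one side of all GFP livers. This was 14.4% of the genes tested, where chance alone gives 0.216%. Of the 833 genes higher by at least 1.5-fold, 762 separated the groups in this way, as did 302 of the 340 lower genes. Those sets were chosen for clear differences between the same livers, so this is not separate support. The largest fitted rise was that of ENSMUSG00000040660_at, from 4.87 ± 0.38 (SD, n = 6) in GFP livers to 11.86 ± 0.10 (SD, n = 6) in ChREBP livers, a log2 fold change of 6.99 (SE 0.14, limma adjusted p = 4.69e-12). ENSMUSG00000067656_at rose from 4.09 ± 0.26 (SD, n = 6) to 9.71 ± 0.19 (SD, n = 6), a log2 fold change of 5.62 (SE 0.12, limma adjusted p = 4.69e-12). Both genes lay near the dim end of the arrays in GFP livers, so the exact size and rank of these rises are uncertain. The largest fitted fall was that of ENSMUSG00000038092_at, from 11.71 ± 0.13 (SD, n = 6) in GFP livers to 5.57 ± 1.26 (SD, n = 6) in ChREBP livers, a log2 fold change of -6.14 (SE 0.45, limma adjusted p = 4.49e-07). Its level in ChREBP liver 4 was 8.08, whereas the other ChREBP livers lay between 4.68 and 5.47, near the dim end as well, so the exact size of this fall is also uncertain. ENSMUSG00000041698_at fell from 11.13 ± 0.07 (SD, n = 6) to 7.08 ± 0.85 (SD, n = 6), a log2 fold change of -4.05 (SE 0.30, limma adjusted p = 5.43e-07). Every ChREBP liver lay beyond every GFP liver for each of these 4 genes, as the rule that named them required.

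Genes that fell by at least 1.5-fold were mostly abundant in the control livers. Their median level in GFP livers was 9.04, against 6.02 for all genes, and it was 8.14 in ChREBP livers. Genes that rose by at least 1.5-fold started from a median of 6.53 in GFP livers and reached 7.77. When genes were ranked by their mean over all arrays, 238 of the 340 lower genes (70.0%) belonged to the brightest quartile, compared with 294 of the 833 higher genes (35.3%). In the brightest quartile 44.7% of the genes changed at least 1.5-fold were lower. That share was 16.8% in the third quartile, 13.3% in the second and 15.8% in the dimmest. In the values as deposited the pattern was limited to changes of this size. Smaller changes were not counted by quartile under the other scalings, which moved the balance of all changes. Among all genes at an adjusted p under 0.05 (limma), 319 were lower and 86 higher in the dimmest quartile, 631 and 417 in the second, 793 and 1080 in the third, and 1388 and 1145 in the brightest. In all, 13 genes moved from a mean below the 25th percentile of all values (4.76) in GFP livers to one above the overall median (6.04) in ChREBP livers at an adjusted p under 0.05 (limma). The opposite move was made by 0 genes.

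**Figure D1:**
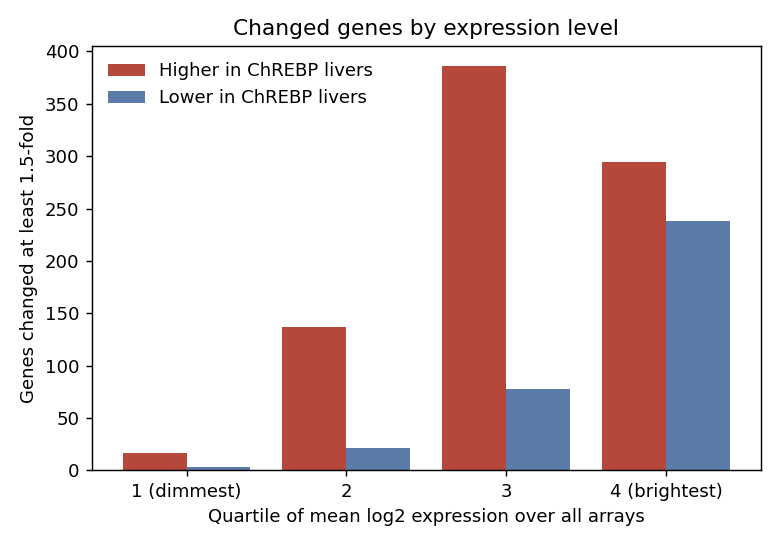
Bars give the number of genes that were higher or lower in ChREBP than in GFP livers at an adjusted p under 0.05 and by at least 1.5-fold (y axis), by quartile of the mean log2 expression over all 12 arrays (x axis). Lower genes are concentrated in the brightest quartile, with 238 of 340, whereas higher genes peak in the third quartile, with 386.

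The first principal component separated ChREBP from GFP livers and held 51.0% of the variance. GFP livers scored -26.3 ± 1.92 (SD, n = 6) and ChREBP livers 26.3 ± 9.59 (SD, n = 6), with a two-sided exact permutation p of 0.00216, the smallest that 924 arrangements can give. Arrays correlated between 0.989 and 0.996 within the GFP group, between 0.981 and 0.997 within the ChREBP group and between 0.965 and 0.983 across groups. The changed genes also told the groups apart in livers that had not been used to choose them. Each liver was left out in turn and scored on the genes called from the other livers. The mean of the higher genes was 6.76 ± 0.05 (SD, n = 6) in GFP and 7.85 ± 0.09 (SD, n = 6) in ChREBP livers. That of the lower genes was 9.08 ± 0.10 and 8.18 ± 0.17 (SD, n = 6; two-sided exact permutation p = 0.00216 for each). The permutation did not repeat the choice of genes, which used the labels of the other livers. These p-values are therefore descriptive only.

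Genes of the cell cycle were examined through lists of phase markers that had been defined in mouse embryonic stem cells. The lists were chosen after the files had been opened and before any expression value was tested. Markers of G2/M, the phase of mitotic entry and division, were more often higher than lower in ChREBP livers. Of 112 measured G2/M markers, 61 were higher, 11 were lower and 40 did not pass the test, and 41 of the higher ones rose by at least 1.5-fold. Their mean level was 6.39 ± 0.03 (SD, n = 6) in GFP and 6.85 ± 0.07 (SD, n = 6) in ChREBP livers, and all ChREBP livers lay above all GFP livers (two-sided exact permutation p = 0.00216). The G2/M list was shifted upward relative to other genes with an adjusted p = 0.0183 (limma camera, estimated correlation). Of 120 markers of S phase, in which DNA is replicated, 48 were higher and 17 lower, with a mean of 7.24 ± 0.04 in GFP and 7.42 ± 0.04 in ChREBP livers (SD, n = 6) and a camera adjusted p = 0.0381 (estimated correlation). Of 141 G1 markers, 49 were higher and 14 lower, and their means were 7.98 ± 0.04 and 8.14 ± 0.03 (SD, n = 6). All ChREBP livers lay above all GFP livers for the S and G1 means as well (two-sided exact permutation p = 0.00216 for each). The G1 list did not pass the test (camera adjusted p = 0.0719 with an estimated correlation, 6.56e-06 with a preset one). Of the 647 measured genes of any marker pair, not all of which were markers of a phase by the rule used here, 260 were higher and 65 lower (camera adjusted p = 0.0183). The G2/M call was lost when genes under the 50th percentile of mean level were left out, which kept 67 of its 112 markers (camera adjusted p = 0.245, against a range from 1.05e-16 to 0.245 over all alternatives), while the median log2 change of the list was 0.18, against 0.23 with all genes. With the replicate number as a block, which did not pair the livers, the calls of G2/M, S and any pair were also lost. After each array was centred on its median the calls of the S list (camera adjusted p = 0.122, range from 5.63e-07 to 0.401) and of the genes of any pair (0.104, range from 8.77e-14 to 0.305) were lost, as they were with either percentile filter (0.101 and 0.401 for S, 0.0547 and 0.305 for any pair), and the S call was also lost after a second quantile normalization (0.0558) and without GFP liver 3 (0.0513) or ChREBP liver 1 (0.0537).

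**Figure D2:**
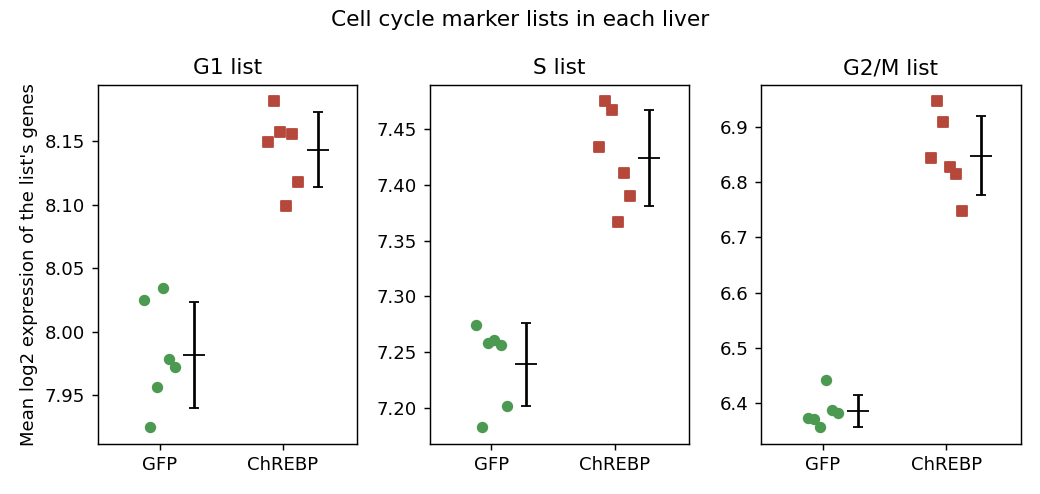
Each point is the mean log2 expression (y axis) of the measured markers of a cell cycle phase in one liver of the GFP or ChREBP group (x axis), and bars give the mean and SD of 6 livers. The y axes do not start at 0 and differ between panels. All ChREBP livers lie above all GFP livers in each panel, with the widest gap for the G2/M list, from 6.39 to 6.85.

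Some livers stood apart from others of their group. The second component held 14.4% of the variance and set ChREBP livers 4 and 5 (-16.6 and -30.8) against ChREBP livers 1, 2, 3 and 6 (11.9 to 20.7), while GFP livers lay between -7.95 and -0.01. A gene was counted as far above when it exceeded the median of the other 5 livers of its group by more than 4-fold. There were 47 such genes in ChREBP liver 4, 105 in ChREBP liver 5, 38 in ChREBP liver 6 and 62 in GFP liver 6, and between 0 and 4 in each of the other livers. ChREBP livers 4 and 5 shared 42 of these genes, whose median level was 11.10 and 11.08 there, 6.32 in ChREBP liver 2 and between 4.73 and 5.35 in the others. ChREBP liver 6 and GFP liver 6 shared 21 genes, whose median level was 8.99 and 8.12, against 5.07 to 5.57 elsewhere. Of the 42 genes 4 were among the 833 higher genes, and of the 21 genes 0 were. Of all 181 genes far above in any of these 4 livers, 9 were among the 833 higher and 1 among the 340 lower genes. Without ChREBP livers 4, 5 and 6 and GFP liver 6, 893 genes were higher and 366 lower at an adjusted p under 0.05 (limma) and at least 1.5-fold.

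**Figure D3:**
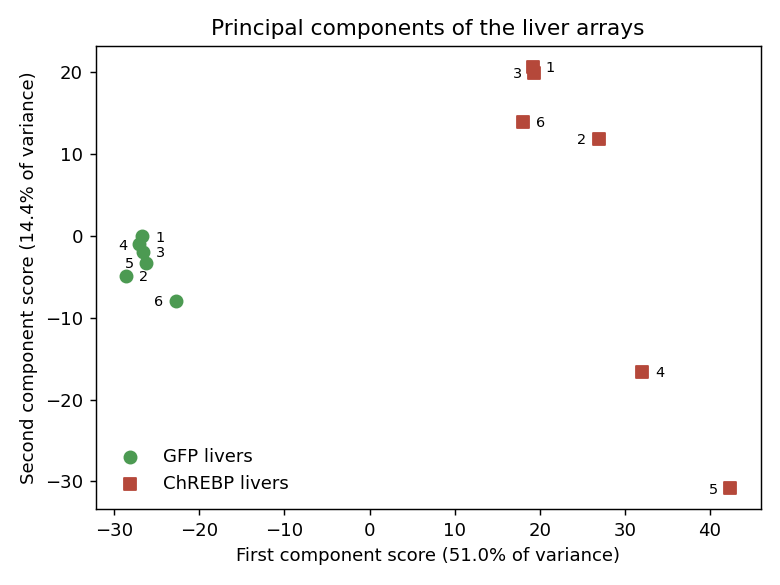
Each point is one liver, numbered within its group, placed by its score on the first (x axis) and second (y axis) principal component of the log2 values centred per gene. The groups separate on the first component, which holds 51.0% of the variance, and ChREBP livers 4 and 5 lie apart on the second, which holds 14.4%.

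**Figure D4:**
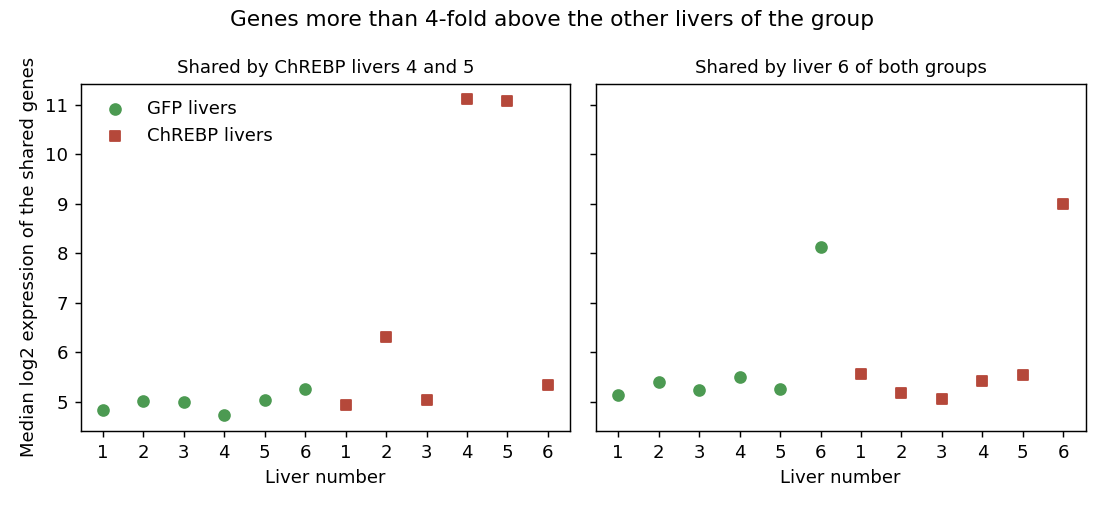
Points give the median log2 expression (y axis) in each liver (x axis, numbered within group) of the 42 genes far above the other livers in both ChREBP livers 4 and 5 (left) and of the 21 genes far above in liver 6 of both groups (right). The y axis does not start at 0. The 42 genes reach 11.10 and 11.08 in ChREBP livers 4 and 5, and the 21 genes reach 8.12 and 8.99 in liver 6 of the GFP and ChREBP groups.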

Values the study reported

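For the comparison of ChREBP with GFP livers, the study described 6 independent mice per group, examined 3 weeks after injection of the adenovirus. In this model it also described more BrdU positive hepatocytes and stronger expression of cell cycle proteins in ChREBP livers. By intersecting the genes that were higher in this model with those higher in ChREBP tumors, it reported a signature of 324 genes.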

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

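The tests of genes far above the other livers and of falls hidden by the array background were chosen after the results were seen, as was the cyclic loess normalization, whereas the other tests named here were set before their results were seen. Of 36 sets of 6 livers examined for a single distant liver, 5 had one, where chance alone would give about 1.8 in independent sets. The sets were related measures of the same livers, so that number is only a rough guide. The level of ENSMUSG00000038092_at was 8.08 in ChREBP liver 4, and the nearest of the other ChREBP livers was at 5.47. GFP liver 6 scored -28.0 on the third principal component, against 2.80 for the nearest GFP liver. Its mean correlation with the other GFP livers was 0.990, the lowest of the group, with the next at 0.992. The mean of the G2/M list was 6.44 in GFP liver 4, against 6.39 in the next. GFP liver 6 had 62 genes more than 4-fold above the other livers of its group, against at most 3 in the other GFP livers.

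Genes far above the other livers formed blocks in pairs of livers, 42 shared by ChREBP livers 4 and 5 and 21 shared by liver 6 of both groups, where independent lists of these lengths would share 0.221 and 0.106 genes, which argues against separate faults of single arrays. Smaller overlaps joined GFP liver 6 to ChREBP liver 5 (8 genes, 0.292 by chance) and to ChREBP liver 4 (2 genes, 0.131 by chance). ChREBP liver 6 shared 1 gene with ChREBP liver 5 and 0 with ChREBP liver 4. For the block of liver 6 a response to ChREBP is argued against only through its definition, since its genes were far above in GFP liver 6 too. The block held 55.3% of the genes far above in ChREBP liver 6, and the others are not covered. One source of foreign RNA behind all genes far above in a pair of livers would raise them in 1 ratio, but the log2 ratio of the excess lay within 1 of the shared genes' median for 45 of 110 and for 31 of 79 genes, and 63 genes were far above in ChREBP liver 5 without ChREBP liver 4 (median 8.47 against 5.49) and 41 in GFP liver 6 without ChREBP liver 6 (8.23 against 4.70). The 110 and 79 genes include those far above in only 1 liver of a pair. Among the shared genes alone the quartiles of this log2 ratio were 0.09 and 0.34 for ChREBP livers 4 and 5. They were -1.31 and -0.81 for liver 6 of both groups, GFP over ChREBP. Foreign RNA from 1 source therefore stays open for the shared genes. Several sources of foreign RNA, which could not be tested without gene names, and a stronger response to ChREBP in livers 4 and 5 stay open. For the latter, 1 of the 4 means of higher and lower genes in these livers lay beyond those of the other ChREBP livers. It did so only narrowly (higher genes, 7.951 in ChREBP liver 5 against 7.947 in ChREBP liver 2). The mean of the higher genes in ChREBP liver 4, 7.768, was above that of ChREBP liver 6 alone. Each mean used the genes called without that liver, 791 to 854 higher genes in ChREBP livers, so the means cannot be ranked closely. On the first component ChREBP livers 4 and 5 scored 32.1 and 42.4, against 18.0 to 26.9 in the other ChREBP livers. That component was fitted to all livers and all genes, those far above included. Neither measure supports or excludes a stronger response.

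Falls of at least 1.5-fold were concentrated among bright genes. In the values as deposited this did not hold for all lower genes at an adjusted p under 0.05 (limma; 319 lower and 86 higher in the dimmest quartile, 1388 and 1145 in the brightest). The concentration was weighed against a level-dependent bias left by the normalization and against falls of dim genes hidden by the array background. After cyclic loess normalization, which removes trends with level, the share of lower genes among those changed at least 1.5-fold was 24.6 points higher in the brightest than in the third quartile (23.9 to 25.7 without each liver in turn), which argues against the bias as the whole cause. In the values as deposited the difference was 27.9 points (27.5 to 31.7 without each liver in turn), which restates the pattern, and no measure of the array background was used here, so hidden falls stay open. A lower share of the main liver cells in the RNA may also lower bright genes, and it was not tested, as no marker could be named.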

How the results depend on the processing

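The normalization by cyclic loess and the fits without several livers were chosen after the data were seen, and all other alternatives before. Under 25 alternatives the count of changed genes ranged from 4686 to 8558, and that of genes changed at least 1.5-fold from 1002 to 1263, each within 1.5 times the value reported. The upper end of the first range was the methods' test at an unadjusted p, which gave 3386 higher and 5172 lower genes, with 839 and 342 at least 1.5-fold, and after Benjamini-Hochberg it gave 5451 and 1132 genes. Without each liver in turn the counts were 5045 to 6149 and 1107 to 1221. In every limma fit and in the methods' test after adjustment at least 84.9% of the 1173 genes were called again, none with the opposite direction. The 4 named genes and the separation of the groups kept their direction and side of the threshold under all alternatives run.

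The list results moved most. With the 50th percentile filter the camera adjusted p was 0.245 for G2/M, 0.401 for S and 0.305 for genes of any pair, where fewer list members remained, and with the 25th percentile filter it was 0.101 for S and 0.0547 for genes of any pair. Centring on the median gave 0.122 for S and 0.104 for genes of any pair, and a second quantile normalization 0.0558 for S. Without each liver in turn the S list ranged from 0.0319 to 0.0537. The G1 list passed with a preset correlation (6.56e-06), with fry, which does not compare a list with other genes (0.000385), and after cyclic loess (0.0206), and ranged up to 0.401. The causes of the shifts by scaling were not tested. All lists kept their upward direction.

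The replicate numbers did not pair the livers. Residuals of same-numbered livers correlated between -0.06 and 0.24, 1 of 6 pairs exceeded 0.1, and 2 of 12 livers correlated best with their own number. With the replicate block 4787 genes changed, 1166 at least 1.5-fold, and the adjusted p was 0.0730 for G2/M and for genes of any pair and 0.0766 for S. No signal over background was used here, so folds of dim genes are the least certain.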

Other observations

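The lower genes varied more between ChREBP livers than between GFP livers. The median SD of the 340 genes lower by at least 1.5-fold was 0.188 in ChREBP and 0.144 in GFP livers, and 205 of them (60.3%) had the wider spread in ChREBP livers. For the 833 higher genes the median SDs were 0.199 and 0.185, and 442 (53.1%) were wider in ChREBP livers, against 47.3% of all genes. The difference between these shares was not tested.

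Other splits of the livers and the tests of the G2/M list were set before their results were seen. The livers left out of a G2/M test and the cyclic loess normalization were themselves chosen after the data were seen. Of the 462 splits of the 12 livers into groups of 6, 100 were examined. Only 1, the real one, gave as many as 5859 changed genes or 1173 genes changed at least 1.5-fold. The highest of the other splits gave 1 gene in both counts. A split that mixes the groups puts their difference into the spread within its groups, which lowers its counts. The counts therefore show only that the real division stood out among the 100 splits drawn. For the camera shift of the G2/M list and of the genes of any pair the real split was again the only 1 of 100 with a p as small (0.00572 and 0.00913, against 0.0428 and 0.0151 for the smallest of the others). For the S list 6 splits and for the G1 list 13 splits gave a p as small as the real one (0.0286 and 0.0719, against 0.0123 and 0.00213 for the smallest of the others), so chance cannot be excluded for the shift of these lists relative to other genes.

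The higher level of G2/M markers was weighed against the livers that stood apart, the level of the markers and the scaling of the arrays. Without ChREBP livers 4 and 5 and liver 6 of both groups the median log2 change of the list was 133% of that with all livers (0.31 against 0.23), which argues against foreign RNA in those livers as its source. The median lay at percentile 100 of 10000 random lists matched on mean level, so the level of the markers does not account for it in these arrays. The medians of the G1 list, the S list and the genes of any pair also lay at percentile 100. This check therefore does not set the G2/M list apart. The highest adjusted p over the 3 other normalizations was 0.0484 (limma camera), close to the threshold, and without genes under the 50th percentile of level the call was lost at 0.245 although the median change was 0.18, with 67 of 112 markers left. The call was also lost with the replicate block, although the replicate numbers did not pair the livers. More cells in division in ChREBP livers is a hypothesis that would raise these markers, and the list values alone cannot test it. The study reported more BrdU positive hepatocytes in this model. A change in the share of cell types that divide was not tested.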
